A study of Mus musculus with 9 samples.

How the data were processed

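RNA was sequenced from OT-I CD8+ T cells of 9 libraries, 4 control and 5 DKO. Per the labels' protocols, naive cells were activated in culture, transduced with an shRNA, sorted on the Ametrine reporter, transferred into mice of another CD45 type, and sorted again on day 7 after infection. PolyA RNA was extracted with a Qiagen kit, and libraries were made with Takara SMART-Seq v4 and Illumina Nextera Flex, per the labels' protocols. The authors deposited whole-number counts per gene in 1 file per library, in the layout of STAR's gene counts, with a count without regard to strand and a count for each strand. The version of STAR, the genome build, the annotation and any read filter are not given in the sources used here. The deposited counts are not normalised. The 2 strand columns were nearly equal in size (49.9 to 50.1% in the first), so the unstranded count was used. Unstranded counting leaves out reads where genes on opposite strands overlap, and only uniquely mapped reads are counted in this layout, so genes that share sequence with a near-identical copy lose reads. Samples were grouped by the labels, which do not say whether the replicates of a group come from different donors.

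The deposited count files list 55471 gene identifiers, of which 55230 were found in GENCODE M21 (GRCm38) without the version number and 54573 with it. Coordinates are from that annotation. Lines that name no gene were left out of library sizes and tests: unmapped reads were 10.3 to 16.7% of a library, multimapping reads 5.8 to 6.79%, reads in no feature 4.01 to 5.2% and ambiguous reads 4.97 to 5.31%. Library totals in genes ranged from 45205993 to 59853080 counts, so a gene with 0 counts in a group was given a floor of 3 counts over that group (0.0145 CPM over control and 0.0117 CPM over DKO). Intervals are 95% exact. No 2 libraries of the same group were duplicates by a chi-square test of their counts over genes.

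Counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test with robust estimation, TMM scaling, factors 0.987 to 1.03). Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), and p-values were adjusted by Benjamini-Hochberg over 14918 genes at a threshold of 0.05. CPM and log2 CPM (prior count 2) were computed here from the deposited counts. Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, and Reactome sets of 15 to 300 tested genes, as shipped with fgsea 1.28.0, were tested in the same way. Targeted genes and sample checks used exact permutation tests over the 126 relabellings. Lists for sample checks were B cell, myeloid, erythroid and platelet, and CD4 T cell genes, with Xist and 4 genes of the Y chromosome for sex. The 3' UTR words were searched with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

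Named genes followed a rule set before the data were examined: both targeted genes, every fixed list gene past the threshold, Ifng, Gzmb, Prf1, Tbx21, Tcf7 and Il7r in any case, and the 10 genes with the largest change in each direction among those past the threshold with a symbol and no overlap of CPM. Some genes that this rule names are not reported here. The lists, tests and alternatives were fixed at the same time. Alternatives were DESeq2 size factors in edgeR, the DESeq2 1.42.0 Wald test, limma-voom with quality weights, no low-count filter, a stricter filter (1 CPM in 4 libraries), the sum of the strand columns, the replicate number as a block, 1 surrogate variable (sva 3.50.0), and leaving out each library. The removal of a length and GC trend (lowess span 0.3) was added after seeing the data. DESeq2 gave no adjusted p for Sdc1, Rab39, Efnb2, Tex11 and Fam187b.

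The tests were tested on a single simulated data set made from the mean counts and dispersions of these libraries, DKO against control, over 14918 genes of which 200 were changed. A list of 20 other genes was shifted by 0.6 on the log2 scale as well. The quasi-likelihood test called 75.5% of the changed genes with 4.24% false calls, the DESeq2 test 78% with 19.6% false calls, and limma-voom 74% with 4.35% false calls. Camera, fry and camera with estimated correlation each called the 1 shifted list and 0 of the other lists. Genes were drawn independently there, so the simulated lists held no correlation between genes. The simulation therefore cannot tell whether camera's preset correlation is large enough for the real lists. The word search placed a planted word first in 20 of 20 runs and called no word in runs with none planted.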

Results

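The data are RNA sequencing counts from mouse CD8+ T cells that carry the OT-I receptor, a transgenic T cell receptor for a peptide of ovalbumin. The control group (n = 4) had an intact Bdh1 gene and received a short hairpin RNA (shRNA) against firefly luciferase, which mouse cells lack. The group meant to be deficient in ketolysis, called DKO here (n = 5), was labelled as a Bdh1 knockout that received an shRNA against Oxct1. RNA counts do not measure ketolysis itself. Bdh1 encodes the enzyme that oxidises beta-hydroxybutyrate, and Oxct1 encodes the enzyme that activates acetoacetate for use in mitochondria. The cells were transferred into mice that were then infected with LmOVA, a Listeria monocytogenes strain that expresses ovalbumin, and were sorted from the spleen on day 7 after infection. Each library held between 45205993 and 59853080 counts in genes, and 67.0 to 74.0% of its reads fell in genes. The lowest share was in control replicate 1, where 16.7% of reads were unmapped, against 10.3 to 12.3% in the other libraries. Intervals and floors given here cover counting error only, because the libraries carry no molecular identifiers and PCR copies are not independent molecules.

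Of 12 checks between the groups, none passed Benjamini-Hochberg adjustment, and the smallest p that the 126 relabellings allow is 0.0159. With so large a smallest p, a check could pass only if several reached it together. A failed adjustment therefore does not show that the groups were alike. At that smallest p (exact permutation test, two-sided, adjusted p 0.0952) were the summed CPM (counts scaled to library size) of the myeloid list, at 277.3 ± 23.1 in control (SD, n = 4) and 209.7 ± 6.56 in DKO (SD, n = 5), and Xist, described further on. The sums of the myeloid list did not overlap, at 254.4 to 304.4 CPM in control and 202.1 to 216.2 CPM in DKO. Among the myeloid list's genes, Ctss was at 81.7 CPM in control and 51.1 CPM in DKO, and 9 of its 12 genes exceeded 1 CPM on average. The B cell list summed to 232.4 and 218.8 CPM in control and DKO, the erythroid and platelet list to 20.5 and 21.2 CPM, and the CD4 T cell list to 35.4 and 41.6 CPM. Their exact permutation p were 0.476, 0.905 and 0.0794. Of their genes, 7 of 14, 4 of 8 and 2 of 4 exceeded 1 CPM on average, led by Ighm (209.6 CPM in control and 187.5 CPM in DKO), Ppbp (7.38 and 12.4 CPM) and Cd40lg (20.5 and 29.3 CPM), and Cd4 itself was at 0.172 and 0.343 CPM. The 4 genes of the Y chromosome had 1 count over the control libraries and 2 over the DKO libraries. The Trbv12 family, which holds the OT-I beta chain, made up 98.1 to 98.7% of the counts in V-beta genes. The Trav14 family, which holds the alpha chain, made up 6.43 to 18.6% of the counts in V-alpha genes. That family sums Trav14, Trav14d and Trav14n genes, and reads that map to several genes are not counted. Its share may therefore be too low, and does not give the share of cells with the OT-I alpha chain. In the principal components of log2 CPM, control replicate 1 lay at -79.1 on the first component, where the other libraries ranged from -7.3 to 23.5, and control replicate 3 lay at -70.2 on the second, where the others ranged from -5.6 to 20.2.

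**Figure D1:**
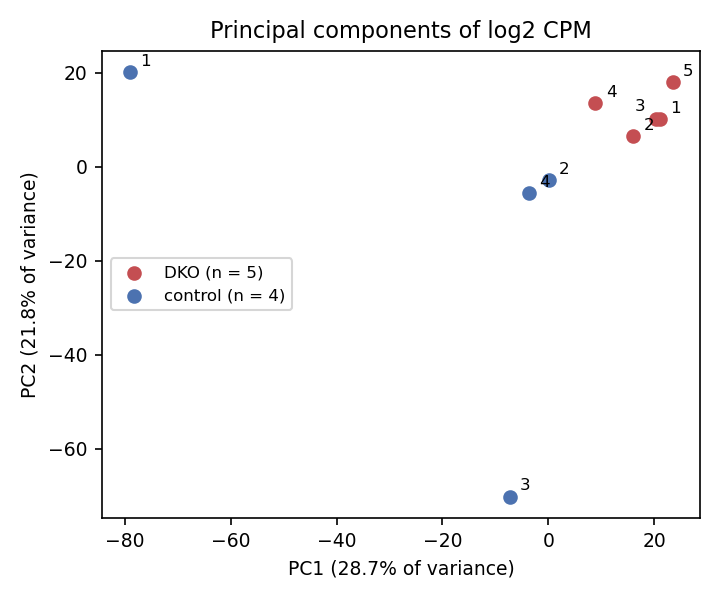
Principal components of log2 CPM of the tested genes, with 1 point per library, the replicate number beside it, and the share of variance on each axis. Control replicate 1 lies apart on the first component (28.7% of the variance) and control replicate 3 on the second (21.8%).

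The targeted genes were examined first, since they check the labels. Oxct1 (ENSMUSG00000022186.14, a protein-coding gene on the plus strand of chromosome 15, 4026383 to 4155344 in GRCm38) was at 63.2 ± 5.73 CPM in control (SD, n = 4) and 5.16 ± 0.370 CPM in DKO (SD, n = 5), or 8.17% of control. Its log2 fold change was -3.61 (SE 0.10, adjusted p 4.58e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bdh1 (ENSMUSG00000046598.15, protein-coding, plus strand of chromosome 16, 31422280 to 31458901) was at 30.5 ± 4.17 CPM in control and 10.6 ± 1.24 CPM in DKO, or 34.9% of control, with a log2 fold change of -1.52 (SE 0.13, adjusted p 1.36e-04 in the same test). Neither gene's CPM overlapped between the groups, and the exact permutation p was 0.0159 for each (two-sided), the smallest possible. The lowest count in any library was 233 for Oxct1 and 455 for Bdh1, so depth did not limit either value. Gene-level counts do not show which exons the remaining reads of Bdh1 cover. The strand columns summed to 1.13 times the unstranded count for Oxct1 and 1.19 times for Bdh1, because some reads there overlap another gene on the opposite strand and are left out of unstranded counting. Over the 17 alternatives tried other than the replicate block, the log2 fold change ranged from -3.64 to -3.49 for Oxct1 and from -1.61 to -1.44 for Bdh1, and both stayed past the threshold.

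**Figure D2:**
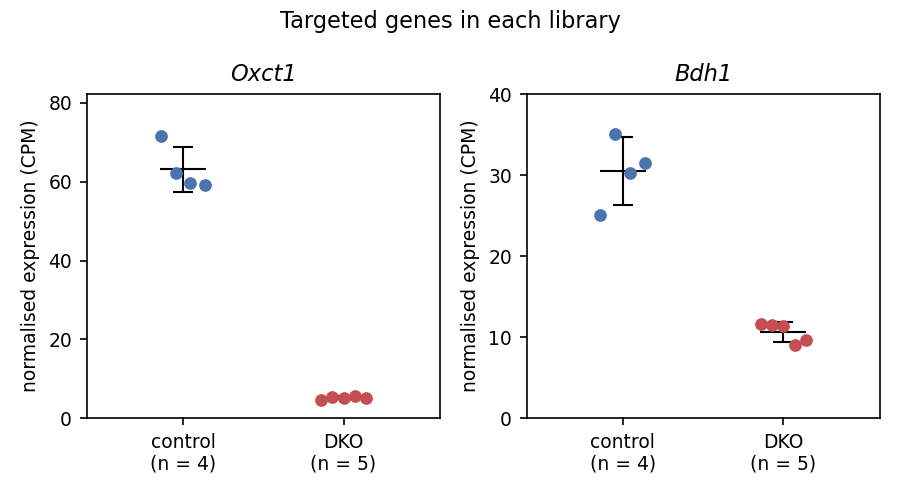
Normalised expression (CPM, vertical axis) of Oxct1 and Bdh1 in each library, with the group mean (line) and SD (whiskers). The DKO libraries lie between 4.61 and 5.51 CPM for Oxct1 and between 8.98 and 11.6 CPM for Bdh1, below all control libraries.

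The comparison asks how the intended loss of ketolysis changes gene expression in effector CD8+ T cells. Of 14918 genes tested, 422 (2.83%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 197 higher and 225 lower in DKO, and 2384 had an unadjusted p under 0.05. Of the 422, 178 changed at least 2-fold (105 higher, 73 lower), and 384 were protein-coding. The median size of their change was 0.85 on the log2 scale, against a biological coefficient of variation of 20.9%, and the median log2 fold change of all tested genes was -0.01. The CPM of the groups did not overlap for 413 of the 422 genes and for 1299 (8.71%) of all tested genes, where chance gives 1.59%. Among the alternatives without a replicate block, the count moved most with 1 surrogate variable as a covariate, to 1236 genes (693 higher, 543 lower). Single libraries moved it by more than 1.5 times as well. It was 749 without control replicate 1, 187 without control replicate 4, 179 without DKO replicate 1, 280 without DKO replicate 2, 180 without DKO replicate 3, 221 without DKO replicate 4 and 228 without DKO replicate 5.

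**Figure D3:**
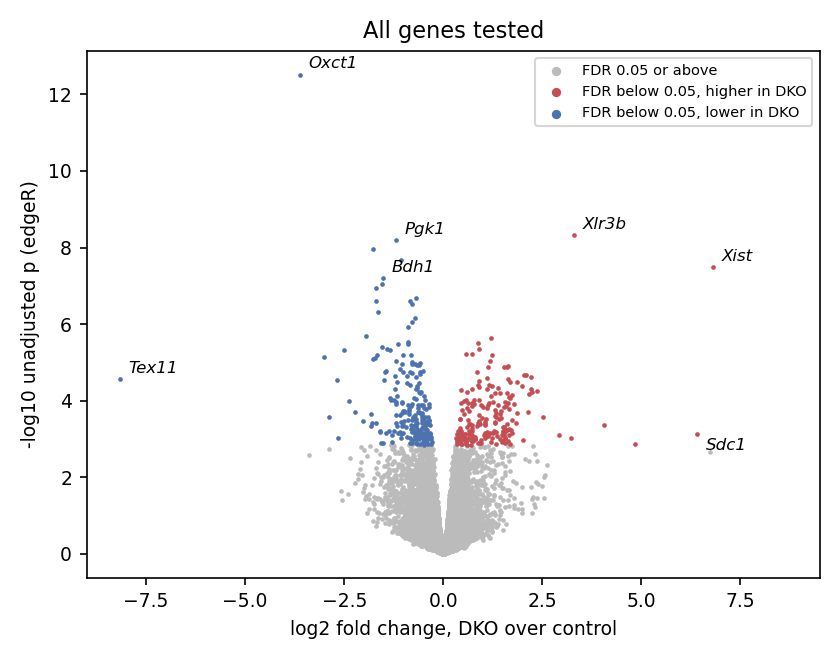
Log2 fold change (DKO over control, horizontal axis) against -log10 of the unadjusted p from edgeR (vertical axis) for each tested gene, with genes past an adjusted p of 0.05 in colour. Of these, 197 lie to the right and 225 to the left. The fitted values of Sdc1 and Tex11, with a group at 0 counts, depend on the prior count and are no bounds.

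Among the 10 largest increases with no overlap of CPM, Xist (ENSMUSG00000086503.4, a noncoding RNA on the minus strand of chromosome X, 103460366 to 103483254) rose from 0.132 ± 0.155 CPM in control to 14.9 ± 4.92 CPM in DKO, with a log2 fold change of 6.81 (SE 0.53, adjusted p 8.06e-05, edgeR's quasi-likelihood test). The size of this change is uncertain, as the control libraries held 17, 7, 0 and 3 counts of Xist. Its log2 fold change ranged from 6.35 to 7.83 over the 17 alternatives other than the replicate block. Xist overlaps Tsix on the opposite strand, and unstranded counting leaves out the reads they share. With the strand columns summed, the count of Xist was 8.51 times larger over all libraries, and its CPM was 1.44 in control and 116.4 in DKO. Summing gives the shared reads to both genes, and Tsix was then at 1.21 CPM in control and 102.9 CPM in DKO. The summed value of Xist therefore includes reads that may belong to Tsix. Xlr3b (chromosome X, 73192207 to 73202930) rose from 0.606 ± 0.150 to 6.03 ± 0.839 CPM. It belongs to a family of similar copies that can share reads, so its value is uncertain. Sdc1 (chromosome 12, 8771323 to 8793715) had 0 counts in all control libraries and 52 over the DKO libraries, of which 1 was in replicate 1, and was at least 14-fold higher in DKO against a floor of 3 counts over the control group. Rab39 (chromosome 9, 53684110 to 53706232) had 3 counts in control, all in replicate 4, and 72 in DKO, a ratio of 19.3 with a 95% exact interval of 6.36 to 95.9. The other 6 genes were Efnb2, Kif14, BC030867, Sgo1, Cenpf and Bub1, with log2 fold changes from 2.14 to 3.22. Of the 10 genes, 10 kept the threshold without control replicate 1, 8 without control replicate 2, 7 without control replicate 3, 6 without control replicate 4, 6 without DKO replicates 1, 2 or 5, and 5 without DKO replicates 3 or 4, with an adjusted p of 0.0513 to 0.108 where it was lost. In fits without a DKO replicate, Sdc1 or Rab39 or both fell below the count filter and had no value.

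Among the 10 largest decreases, Tex11 (ENSMUSG00000009670.11, minus strand of chromosome X, 100838648 to 101059667) had 57, 32, 34 and 17 counts in the control libraries and 0 in each DKO library, and was at least 57.9-fold lower in DKO against a floor of 3 counts over the DKO group. Oxct1 was the next. Srcin1 (chromosome 11, 97509340 to 97576186) fell from 6.12 ± 0.805 to 0.762 ± 0.539 CPM. The other 7 genes were Fam187b, Erbb2, Rhpn1, Xlr, Cfap74, Bmx and Pld4, with log2 fold changes from -2.87 to -1.95. Xlr belongs to the same family as Xlr3b, so its value is uncertain too. The strand columns summed to 2.42 times the unstranded count for Cfap74, which shares positions with another gene, so its value is uncertain. The number that kept the threshold was 10 without control replicates 1 or 2, 9 without control replicate 3 or DKO replicates 1, 2 or 5, 8 without DKO replicates 3 or 4, and 7 without control replicate 4, with an adjusted p of 0.0501 to 0.0771 where it was lost.

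The effector genes fixed beforehand were tested next, since the study asks about effector function. Ifng was at 48.4 ± 6.75 CPM in control and 42.2 ± 3.08 CPM in DKO (log2 fold change -0.20, SE 0.10, adjusted p 0.382, edgeR's quasi-likelihood test). Gzmb was at 1133 ± 80.0 and 1170 ± 246 CPM (0.05, SE 0.13, adjusted p 0.898). Prf1 was at 629.5 ± 93.7 and 476.6 ± 26.3 CPM (-0.40, SE 0.10, adjusted p 0.0516), with no overlap of CPM between the groups. Prf1 passed the threshold under 7 of the 17 alternatives other than the block, among them leaving out control replicate 1 (adjusted p 0.00691), and its adjusted p ranged from 0.00482 to 0.137 over the 17. The transcription factor genes Tbx21 (1107 ± 113 and 1293 ± 111 CPM, adjusted p 0.253) and Tcf7 (239.1 ± 32.5 and 290 ± 42.9 CPM, adjusted p 0.314), and the memory-associated gene Il7r (297.3 ± 33.9 and 258.6 ± 73.7 CPM, adjusted p 0.670) did not pass the threshold in edgeR's quasi-likelihood test over all genes, where Tbx21 had an unadjusted p of 0.0299 and Tcf7 of 0.0504. Tnf rose from 2.23 ± 0.441 to 5.22 ± 0.936 CPM (log2 fold change 1.23, SE 0.19, adjusted p 0.00759, edgeR) and kept the threshold without each library. Fasl rose from 184.9 ± 7.72 to 229.5 ± 12.2 CPM (adjusted p 0.0406, edgeR) but lost it without any 1 of the 8 libraries other than control replicate 1 (adjusted p 0.0648 to 0.122). Klrd1 fell from 626.3 ± 82.3 to 445.2 ± 60.1 CPM (adjusted p 0.0447, edgeR), and lost it without any 1 library other than control replicate 1 and DKO replicate 2 (adjusted p 0.0654 to 0.128). Entpd1, of the inhibitory receptor list, fell from 59.5 ± 5.56 to 42.8 ± 2.35 CPM (adjusted p 0.0157, edgeR), and lost it without control replicate 4 or DKO replicate 3 (adjusted p 0.0510 to 0.0550).

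**Figure D4:**
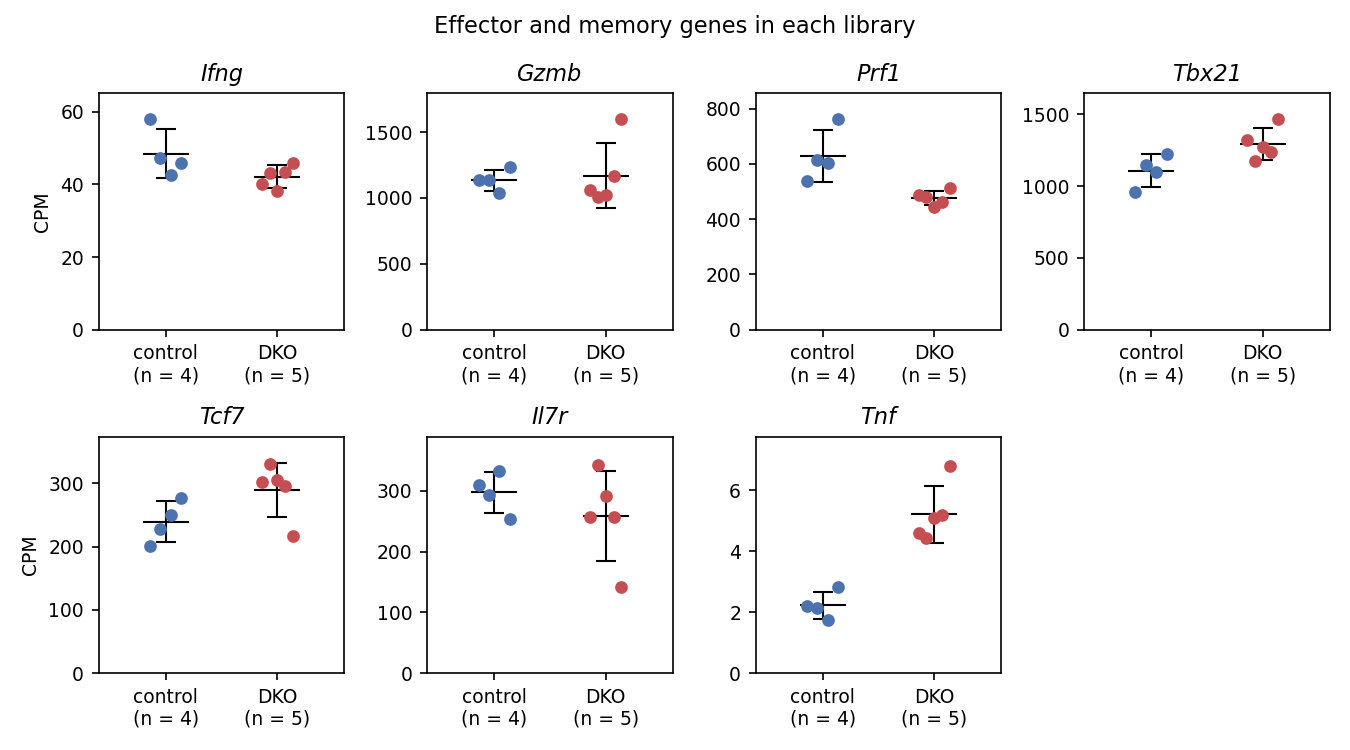
Normalised expression (CPM, vertical axis) of 7 effector and memory genes in each library, with the group mean (line) and SD (whiskers). Of the 7, the groups overlap for all but Prf1 and Tnf, and edgeR's adjusted p is under the threshold for Tnf alone.

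Over 13 fixed gene lists, 24 of 217 tested genes passed the threshold over all genes, and 43 did when adjusted over the list alone. The camera test called 3 lists. The cell cycle list was higher in DKO (median log2 fold change 1.08, 20 of 20 genes higher, adjusted p 1.11e-14), with 13 genes past the threshold over all genes and 18 adjusted over the list alone. The interferon-stimulated list was lower (median -0.22, 14 of 19 genes lower, adjusted p 3.41e-04), with 5 genes past the threshold and 8 adjusted over the list alone. The immediate early and heat shock list was higher (median 0.37, 13 of 15 genes higher, adjusted p 0.00222), with 1 gene past the threshold, Egr1, and 4 adjusted over the list alone. The alternative that moved these calls most was the estimated correlation between genes in camera, under which all 3 had an adjusted p of 0.461 and 0 of the 13 lists had an unadjusted p under 0.05. Under the fry test, the cell cycle list held (0.0465), and the interferon-stimulated (0.0754) and immediate early lists (0.0855) did not. In 100 splits of the 9 libraries into groups of 4 and 5, the real one included, 4 gave a camera p as small for the cell cycle list, 9 for the interferon-stimulated list and 15 for the immediate early list.

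The 13 cell cycle genes past the threshold had log2 fold changes from 0.77 (Mcm5) to 2.14 (Bub1) and adjusted p from 0.0104 to 0.0468 in edgeR. Mcm5 rose from 60.7 ± 6.25 to 103.2 ± 18.7 CPM and Cdc20 from 14.5 ± 1.16 to 33.5 ± 10.8 CPM, and these 2 kept the threshold without each library. The other 11 were Bub1, Mki67, Top2a, Ccnb2, Ccna2, Cdk1, Plk1, Aurkb, Birc5, Rrm2 and Ube2c. Of the 13, 13 kept the threshold without control replicate 1, 11 without control replicate 2, 5 without control replicate 3, 2 without control replicate 4, 6 without DKO replicate 1, 12 without DKO replicate 2, 5 without DKO replicate 3, 6 without DKO replicate 4 and 9 without DKO replicate 5, with an adjusted p of 0.0512 to 0.130 in edgeR where it was lost. The strand columns summed to 1.91 times the unstranded count for Ccna2 and 1.23 times for Plk1, so their values are uncertain.

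Interferon-stimulated genes past the threshold included Oas1a (11.2 ± 1.94 to 4.93 ± 1.12 CPM, adjusted p 0.0108), Rsad2, Usp18 and Rtp4 (adjusted p 0.0343, 0.0218 and 0.0352, edgeR). Oas1a kept the threshold without each library. Rsad2 lost it without control replicates 3 or 4 or DKO replicates 1, 2, 3 or 5 (adjusted p 0.0642 to 0.0819), Usp18 without control replicate 4 or DKO replicates 1, 3 or 5 (0.0542 to 0.0648), and Rtp4 without control replicates 3 or 4 or DKO replicates 1, 3 or 5 (0.0566 to 0.0940). Usp18 had strand columns summing to 1.2 times its unstranded count. Egr1 rose from 6.62 ± 2.89 to 20.01 ± 4.34 CPM (log2 fold change 1.59, SE 0.28, adjusted p 0.0143, edgeR) and kept the threshold without each library. Pgk1 (chromosome X, 106187100 to 106203699), in the glycolysis list, fell from 122.4 ± 9.83 to 53.5 ± 2.49 CPM (log2 fold change -1.20, SE 0.08, adjusted p 3.13e-05, edgeR) and kept the threshold without each library.

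Camera called none of the other 10 lists. The effector and cytotoxicity list had a median of -0.20 and an adjusted p of 0.100, with camera's direction down. Of its 20 tested genes, 13 were lower and 7 higher in DKO. It had 3 genes past the threshold over all genes, of which 2 were higher, and 9 adjusted over the list alone. Without DKO replicate 5 its adjusted p was 0.0258. The inhibitory receptor list had a median of 0.24 (adjusted p 0.186, 1 gene past the threshold and 3 adjusted over the list alone), and without control replicate 4 its adjusted p was 0.0166. The oxidative phosphorylation list had an adjusted p of 0.852, and 0.00191 without control replicate 1. Its median and mean were negative (-0.02 each) while camera's direction was up. The cholesterol synthesis list (adjusted p 0.852) had a median of 0.01, a mean of -0.03 and camera's direction up. The adjusted p of the remaining lists were 0.428 for memory and naive associated genes, 0.557 for glycolysis, 0.586 for the tricarboxylic acid cycle, 0.688 for fatty acid oxidation, 0.439 for acetyl-CoA supply and histone acetylation, and 0.852 for ketone body metabolism other than the targets, of whose 9 genes 5 were tested. Of these last 6 lists, glycolysis had 1 gene past the threshold (Pgk1, also adjusted over the list alone) and the others 0 by either count in edgeR. At an unadjusted p under 0.05 in edgeR, and past the threshold in DESeq2 and limma-voom, were 2, 1 and 1 genes of the memory list, 3, 2 and 1 of the tricarboxylic acid cycle list, 4, 1 and 1 of the fatty acid oxidation list, 5, 0 and 0 of the acetyl-CoA and histone acetylation list, and 1, 0 and 0 of the ketone body list. For the oxidative phosphorylation list, with 0 genes past the threshold in edgeR by either count, these were 1, 0 and 1, and for the cholesterol synthesis list, also with 0, they were 4, 3 and 1.

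**Figure D5:**
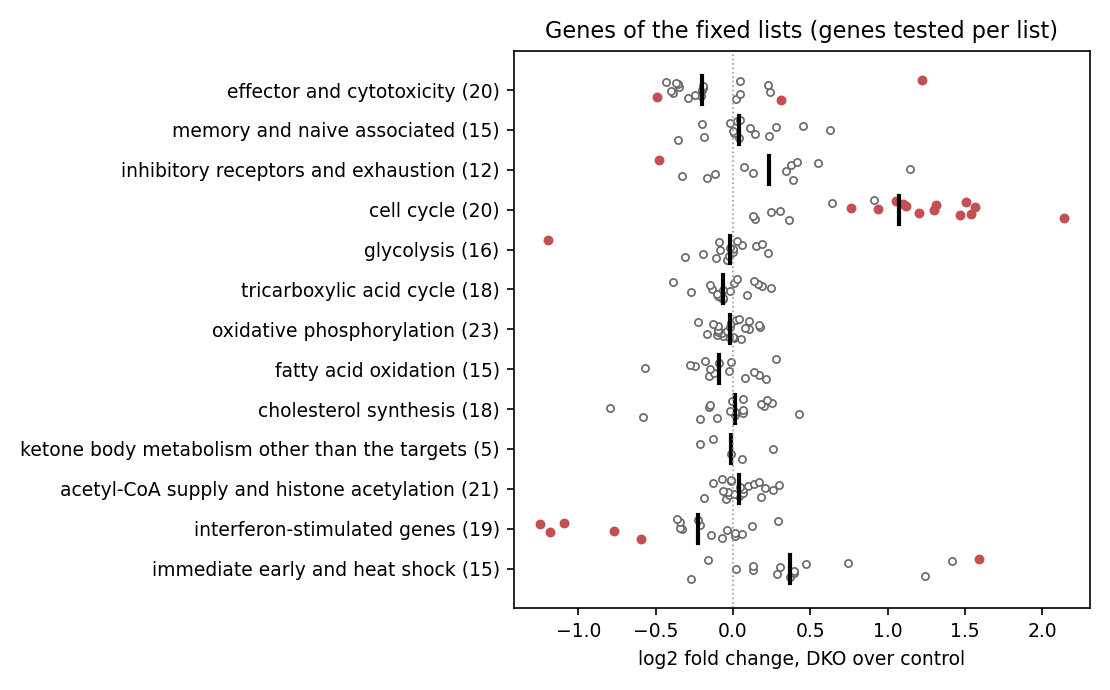
Log2 fold change (DKO over control) of each tested gene of the 13 fixed lists, with genes past an adjusted p of 0.05 filled and the list's median as a bar. All 20 cell cycle genes lie right of 0, and 14 of 19 interferon-stimulated genes lie left of it.

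In a scan of 634 Reactome gene sets, camera called 67, 63 higher and 4 lower in DKO, and 148 had an unadjusted p under 0.05. The smallest adjusted p was that of Mitotic Prometaphase (99 genes, median log2 fold change 0.27, 88 genes higher, adjusted p 7.18e-17). The sets that were lower were Glutathione conjugation (median -0.22, adjusted p 0.00832), Phase II conjugation (-0.10, 0.0191), the Endosomal/Vacuolar pathway (-0.14, 0.0416) and Detoxification of Reactive Oxygen Species (-0.07, 0.0488). Of the tested genes, 77.9% had the NCBI gene number that the sets use. With the estimated correlation, camera called 0 sets, and 33 had an unadjusted p under 0.05. Without control replicate 1 it called 119. In 61 of 100 splits of the libraries, the real one included, camera with the preset correlation called as many sets.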

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

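The tests of the gap of Xist with the strand columns summed, the escape genes, the length trend and Oxct1 in control replicate 1, and the list genes at the end of a library were chosen only after the result was seen, as was the use of the planned Y gene and B cell checks and of the planned fit with the strand columns summed to weigh an explanation. The removal of the length and GC trend was added after seeing the data, before its effect on Aurkb, Rrm2 and Gzmb was known. Of 134 groups of values searched for a library far from the others, 11 held one, where chance alone gives about 1 in 20 groups, or 6.7.

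Xist was at 23.6 CPM in DKO replicate 4, against 11.3 to 13.8 CPM in the other DKO libraries, and at 0 to 0.363 CPM in the control libraries. With the strand columns summed it was at 151.7 CPM, against 102.1 to 118.2 CPM, and the gap was 0.675 of the group's range, below the limit for 5 libraries, so the library was highest with both count columns but past the limit only with the unstranded one. The summed Y genes were at 0.0213 CPM in control replicate 1 and at 0 in the other controls, which is 1 count over all control libraries. That argues against male control donors with female DKO donors, as male cells would carry counts of Ddx3y and the other Y genes in every control library. Assignment of the reads shared with Tsix is argued against as the whole cause. The adjusted p of Xist in edgeR was 8.06e-05 with those reads left out and 1.32e-07 with the strand columns summed, which includes them. Fewer X chromosomes in the control cells is a candidate explanation: the median log2 fold change of 8 tested genes that escape X inactivation was 0.24, against -0.03 for 462 other X genes, and 0.28% of 10000 draws of genes with similar expression were as high. Of the 8, 7 were higher in DKO and 2, Kdm6a and Eif2s3x, passed the threshold, while Jpx was lower (-0.22). A difference in Xist expression that comes with the genotype was not tested and stays open. No explanation was tested for the higher Xist in DKO replicate 4.

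Multimapping reads made up 6.79% of control replicate 1, against 5.96 to 6.01% in the other controls. In this library, the deviation of genes from the mean of all libraries ran against exonic length (rank correlation -0.469 across genes, which are not independent replicates, against -0.05 to 0.245 in the others), so a loss of reads from long transcripts is a candidate explanation for its place apart from the others. A label exchanged with a DKO library is argued against by Oxct1, at 71.5 CPM in this library. B cells in the sort are argued against by the B cell list, at 247.1 CPM where the other controls ranged from 197.7 to 276.9 CPM. No biological explanation was tested.

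In DKO replicate 5, Gzmb was at 1596 CPM (others 1008 to 1163 CPM), Aurkb at 40.1 CPM (16.7 to 23.1 CPM) and Rrm2 at 178.7 CPM (75.2 to 103.5 CPM). With the length and GC trend removed, the gap to the nearest library was still 0.851 of the group's range for Gzmb and at least 0.744 for Aurkb and Rrm2, past the limit for 5 libraries, which argues against that trend. The other 18 tested cell cycle genes were all highest in this library among the DKO libraries, where 3.6 would be by chance, so a larger share of cycling cells there may explain Aurkb and Rrm2. For Gzmb no other explanation was tested.

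In control replicate 2, Cenpf was at 4.57 CPM (other controls 1.57 to 1.88 CPM) and Oas1a at 8.29 CPM (11.9 to 12.5 CPM). Of 20 cell cycle genes, 13 were highest in this library among the controls, where 5 would be by chance, so a larger share of cycling cells is a candidate explanation for Cenpf. Of 18 other interferon-stimulated genes, 9 were lowest there, where 4.5 would be by chance. Because the genes move together and so few were at that end, a lower interferon-stimulated programme and a change in Oas1a alone cannot be told apart.

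Sdc1 was at 0.0198 CPM in DKO replicate 1, which is 1 count, against 0.220 to 0.273 CPM in the other DKO libraries. Rab39 was at 0.0528 CPM in control replicate 4, which is 3 counts, and at 0 in the other controls. Erbb2 was at 1.92 CPM in DKO replicate 1, against 0.988 to 1.21 CPM in the other DKO libraries. No explanation, technical or biological, was tested for these 3 values.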

How the results depend on the processing

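The removal of the length and GC trend was chosen only after the result was seen, and the other alternatives before. The cause of the changes given here was not tested, unless stated.

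The count of 422 genes (197 higher, 225 lower) became 1059 (512, 547) with the DESeq2 Wald test, of which 415 were shared, 996 (461, 535) with limma-voom, 405 shared, and 1236 (693, 543) with 1 surrogate variable, 422 shared. On simulated data the DESeq2 test made 19.6% false calls and the quasi-likelihood test 4.24%. The surrogate variable separated control replicate 1 (-0.852) and control replicate 3 (0.486) from the rest. With the length and GC trend removed, 631 genes (302 higher, 329 lower) passed, 399 shared, where only the higher count was past 1.5 times. The count stayed within 1.5 times with DESeq2 size factors (414), no filter (357), the stricter filter (467) and the strand columns summed (468). Leaving out 1 library gave 179 to 749 genes, 80 to 322 higher and 96 to 427 lower. The highest count came without control replicate 1, with 404 of the 422 genes shared. Others past 1.5 times were 187 without control replicate 4, 179, 280, 180, 221 and 228 without DKO replicates 1 to 5.

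Oxct1 and Bdh1 kept their direction and threshold under all alternatives. Of the 44 named genes past the threshold, 19 kept it under every alternative but the block that gave them a value, where Tex11 had none with DESeq2 or the stricter filter, and none of the 44 changed sign. The effector list passed the threshold with limma-voom (median -0.16, adjusted p 0.00475) and without DKO replicate 5 (-0.23, 0.0258), where the adjusted p ranged from 0.00475 to 0.209 over 17 alternatives, and its median ranged from -0.29 to -0.15 without 1 library. The oxidative phosphorylation list passed without control replicate 1 (0.085, adjusted p 0.00191, range 0.00191 to 0.998), with a median of -0.063 to 0.085 without 1 library. The inhibitory receptor list passed without control replicate 4 (0.34, adjusted p 0.0166, range 0.0166 to 0.478), with a median of 0.19 to 0.34 without 1 library. For 7 lists no alternative passed. With estimated correlation in camera, the cell cycle (median 1.08), interferon-stimulated (-0.22) and immediate early (0.37) lists were all at an adjusted p of 0.461, and fry gave 0.0754 for the interferon-stimulated (-0.22) and 0.0855 for the immediate early list (0.37). Over the 17 alternatives with the preset correlation and no block, the adjusted p of these 3 lists was at most 7.6e-11, 0.00437 and 0.0434. For the lists, the DESeq2 Wald test is no separate alternative among the 17. Camera ran there on the same log2 CPM as with DESeq2 size factors in edgeR, and gave the same p. Camera called 67 Reactome sets, 0 with estimated correlation (33 at an unadjusted p under 0.05), and 56 to 119 without 1 library, the highest without control replicate 1, with 45 shared.

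The replicate numbers did not pair the samples: correlations of deviations were -0.213 to 0.023 for 4 pairs with the same number and -0.128 to 0.218 for 16 others. The numbers are those of the labels. The deposited file of control replicate 4 carries the number 5, by which it would go with DKO replicate 5 (correlation 0.166), while the other 3 pairs are unchanged, so the block rests on an uncertain number. With the replicate block, 67 genes (28 higher, 39 lower) passed the threshold, 64 of them shared, as did 43 Reactome sets and the effector list (median -0.21, adjusted p 0.0319), and 11 of the 44 named genes kept it.

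DESeq2 gave no adjusted p for Sdc1, Rab39, Efnb2, Tex11 and Fam187b, and 5 of the 44 named genes had no value under the stricter filter. Depth limits Sdc1, Rab39 and Tex11, with 0 to 3 counts over a group.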

Other observations

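The counts of splits, the effect of control replicate 1 on the word and the placement of neighbouring genes were chosen before the result was seen, and the other tests of the shared word, its carriers and its kinds of site, the removal of the length and GC trend, and the tests of genes near Bdh1, near Xist and on the X chromosome were chosen only after the result was seen, as was the use of the planned fit without DKO replicate 5 for the cell cycle list.

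Chance can be excluded for the number of genes past the threshold: of 100 splits of the 9 libraries into groups of 4 and 5, 1 gave as many genes, which was the real one, and likewise 1 gave as many higher and 1 as many lower genes. For the cell cycle list, 4 of the 100 splits gave a camera p as small, of which 3 were other groupings with a smaller p. That excludes chance narrowly for this list taken alone, but not firmly, since the share is not adjusted for the 8 results counted this way and camera with estimated correlation gave an adjusted p of 0.461. Chance cannot be excluded for the interferon-stimulated list (9 splits), the immediate early list (15 splits), the number of lists (35 splits) or the number of Reactome sets (61 splits). The labels do not say whether the libraries of a group come from different donors. If they share 1, the replicate error and the splits cover recipient mice only, and a difference between donors is not separated from the genotype.

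The length and GC trend between libraries is argued against as the whole cause of the list results. With it removed, the camera adjusted p was 9e-14 for the cell cycle list, 4.58e-04 for the interferon-stimulated list and 0.00321 for the immediate early list. Without DKO replicate 5, the cell cycle list had an adjusted p of 1.01e-15, so that library alone is argued against as its cause. A difference in proliferation that comes with the genotype stays open, as untested.

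Genes lower in DKO shared a 7-base word in their 3' UTRs, GTAATCA, in the sense of the transcript. With Oxct1 left out, 45 of 194 lower genes with an annotated 3' UTR carried it, against 745 of 11487 tested genes (23.2 against 6.49%, one-sided hypergeometric test, Benjamini-Hochberg adjusted p 4.54e-10 over 16384 words), and 30 lower genes had no annotated 3' UTR. The other word past the threshold was TAATCAA (adjusted p 0.00209), which overlaps it, and no word passed for genes higher in DKO (smallest adjusted p 1.0). The word occurs in Oxct1 itself, followed by A, in the 3' UTR in exon 17 of 17 on the plus strand of chromosome 15, 4153845 to 4153851, in the sequence CGGAAGGATGTCAGTAATCAA (4153832 to 4153852). Repression of other transcripts through the seed of the Oxct1 shRNA is a candidate explanation. The shRNA's sequence is not given in the sources used here. Each library's log2 deviations were regressed on the word, 3' UTR length, exonic length, GC content and mean expression. The fit used 11106 genes that did not pass the threshold, 694 of them carriers. The word's coefficient was 0.0432 ± 0.0129 in control (SD, n = 4) and -0.0345 ± 0.0133 in DKO (SD, n = 5). The difference was -0.0777 on the log2 scale (two-sided exact permutation p 0.0159, the smallest possible). The word had been chosen from genes lower in DKO in these same libraries, and the relabellings did not repeat that choice. This p is therefore no independent test of the word. Over all tested carriers, the genes past the threshold included, the median log2 fold change minus that of matched genes was -0.158 for an 8-base site, -0.111 for a 7-base site, -0.0321 for a 7-base site without the first base, -0.0179 for a 6-base site and -0.0634 for the word in the coding sequence only. Over genes that did not pass the threshold, these were -0.126, -0.0972, -0.0316, -0.0167 and -0.0614.

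Base composition is argued against as the cause of the shared word, since among 413 words of the same composition the smallest p was 0.0385. The length trend of control replicate 1 is argued against too: without that library, 91 of 389 lower genes carried the word (adjusted p 4.92e-24). In a rank sum over all genes the word had a z of -8.33, with 70 words as far from 0, itself included, up to 9.96 for CCCCAGG. Of 15866 words with 100 or more carriers, GTAATCA had the lowest z, so the others as far from 0 had a positive z. After adjustment for 3' UTR length and GC content, exonic length and mean expression, a step added once the first result was known, GTAATCA had a z of -11.0, and no other word was as far from 0. An RNA or protein of the cell that binds the same word and the shRNA cannot be told apart, as 18.6% of all 7-base words occur in Oxct1. Carriers with the smallest adjusted p in edgeR, named after their values were seen, were Fcgr2b (log2 fold change -1.78, adjusted p 3.96e-05), Cat (-1.07, 6.31e-05) and Arf1 (-0.69, 3.01e-04). Beside Fcgr2b, Gm38204 (-1.47), which overlaps it in position, and Gm10522 (-1.64) were also called lower. The fall of Fcgr2b therefore cannot be credited to the word in its own 3' UTR. Zfp808, Borcs7 and Zfp97, carriers too, each had a neighbour called lower as well. Direct repression of list genes is argued against as the whole cause of the lower interferon-stimulated list: without its carriers, its median was -0.28 and its camera adjusted p 0.00189. An indirect effect stays open.

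Within 5 Mb of Bdh1, 3 of 69 tested genes passed the threshold, Pcyt1a (0.59), Heg1 (0.72) and Sec22a (-0.69), all named after their values were seen. As 40.9% of 1491 windows of that size held as many, flanking sequence carried with the Bdh1 allele and chance cannot be told apart. Within 5 Mb of Xist, 3 of 61 tested genes besides Xist passed, Tex11, Magee1 and Pgk1 (hypergeometric p 0.249), which leaves a stretch of the X chromosome that differs between the donors and chance, which cannot be told apart on so few genes. Over the whole X chromosome, 15 genes passed where 13.3 were expected (hypergeometric p 0.358), so the count at the threshold showed no excess there. That test does not cover the size of the changes. Of the 20 largest changes 5 were X-linked, while 471 of the 14903 tested genes with a position lay on the X chromosome. Whether the largest changes gather on the X chromosome was not tested. Chance placement is argued against for neighbouring genes: 17 neighbouring pairs were called in the same direction, where 10000 shuffles gave a median of 6 and at most 16. Some of these pairs overlap or take part in the cell cycle.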
